A study of Saccharomyces cerevisiae with 30 samples.

How the data were processed

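Small ribosomal subunit particles of budding yeast (Saccharomyces cerevisiae) were probed with DMS-MaPseq. In this assay dimethyl sulfate (DMS) methylates A and C bases whose pairing face is exposed, and reverse transcription records the methylated base as a mutation in the sequencing read. Per the labels, cells were grown in rich medium (YPD) to mid-log phase, precursor particles (pre-40S) were purified through a TAP tag on the kinase Rio2, and the treated samples received 1% DMS at 30 °C for 5 min. The particles were WT pre-40S with 5 biological replicates, S15_YRR pre-40S (a mutant of ribosomal protein S15, gene RPS15) with 3, Rio2_Δloop pre-40S (Rio2 without a loop, gene RIO2) with 4, and mature 40S subunits with 3. Each replicate had a DMS-treated library and an untreated control library (NC), so that 30 libraries formed 15 pairs.

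The deposited profile of each library gave the number of mutations, the read depth and the effective depth at every position as counts. It also gave a mutation rate as a fraction, which the authors computed as mutations divided by effective depth; rates recomputed from the counts differed from it by at most 5e-07. The authors did not state the aligner, the counting software, their versions or their filters. The reference held 2012 positions, of which 1800 were 18S rRNA and 212 were the 5' part of internal transcribed spacer 1 (ITS1). Columns for untreated and denatured reads in these profiles held no value above 0, since each library had been run on its own. A further deposited table listed a normalized DMS accessibility signal for 18S in the 15 replicates, with 0 at G and U. That signal was checked against the counts: in the 9 replicates of set 1 (defined below), 99.2% to 99.8% of its positive values were within 2% of the DMS rate minus the NC rate times a constant per base. In mature 40S replicate 1 that share was 61.3%, and in WT replicates 1 to 3 and Rio2_Δloop replicates 1 and 2 it was between 0.753% and 4.82%. The comparisons therefore used the counts, and the deposited signal was used only as an alternative.

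Positions were numbered from the 5' end of 18S. The body and platform spanned positions 1 to 1144, the head 1145 to 1633, the 3' minor domain 1634 to 1800 and ITS1 1801 to 2012. The fixed sites were U1191 in helix 31 (h31), which carries a hypermodified base in mature yeast 18S, and A1781 and A1782 in helix 45 (h45), which are dimethylated in mature 18S. A reference genome was not used here, so positions are given on the rRNA alone.

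Nucleotide tests used edgeR 4.0.16 (quasi-likelihood F test with robust dispersion) in R 4.3.3 on mutation counts of the DMS libraries. The offset was the logarithm of effective depth times a library scale, the median of ratios of mutation rates over the tested nucleotides. Tested nucleotides were A and C with an effective depth of at least 1000 in all DMS and NC libraries of the fit and a mean DMS rate at least 2 times the mean NC rate. All 12 pre-40S DMS libraries shared a fit, and mature 40S was compared with WT pre-40S in a separate fit of 8 libraries over 18S. The NC libraries of mature 40S and WT pre-40S were compared with the same test over all bases of 18S with a depth of at least 1000 and a mean rate of at least 0.001 as a fraction. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Reactivity was the DMS rate minus the NC rate, divided by the library scale and by the mean subtracted rate between the 90th and 98th percentile. Head reactivity was the mean log2 of reactivity plus 0.1 over head nucleotides minus that over the other 18S nucleotides, with 1 value per replicate. Differences of single values between groups were tested with exact two-sided permutation tests, and DMS against NC rates with an exact two-sided sign-flip test over the 15 pairs, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Correlations of log2 changes across nucleotides were set against 100 simulations of unchanged groups sharing the WT libraries. A common share of mature 40S over the 18 nucleotides was fitted to the Rio2_Δloop rates of each set, with a common scale, and its misfit was set against 1000 simulated mixtures with the depth of the libraries and the spread of set 1.

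The groups, the comparisons, the tests, most of the alternatives and the rule for naming nucleotides were set before the data were examined. The rule named at most 5 nucleotides that rose and 5 that fell per comparison, with the largest absolute log2 change among those past the threshold whose reactivities did not overlap between the groups and whose mean reactivity was at least 0.1 in 1 of the groups. For the NC comparison the rule held without the reactivity conditions, and the fixed sites were added. The library sets were found in the data: the log2 untreated mutation rates (plus 0.0005 as a fraction) over the 1666 positions of 18S with a depth of at least 1000 in all libraries were correlated between libraries, and libraries joined at r of at least 0.8 formed 4 sets. Fits within a set, fits with the set as a term, a depth of at least 3000 and a test with limma 3.58.1 on the deposited signal were therefore added after the data were seen. The alternatives set in advance were other library scales, DESeq2 1.42.0, limma on log2 reactivity, an interaction with the NC libraries, other depth and signal filters, a fold threshold of 1.5, other pseudocounts and leaving out each replicate in turn.

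The edgeR test was tested on simulated data with the depths and spread of the pre-40S libraries. Of 200 nucleotides changed 2-fold among 869, 96 were recovered, none in the wrong direction, with 5 false calls, and data without changes gave 0 calls with an unadjusted p under 0.05 at 5.64% of nucleotides. The share recovered was 48% over all changed nucleotides and 59.6% over those with a mutation rate above the median. The median effective depth per library ran from 3955 to 17414.5 and the total mutation count from 48027 to 235847. Intervals for single libraries were 95% Wilson intervals; they covered counting error only, since the labels name no molecular identifiers. No library was left out.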

Results

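The series compared the structure of 18S rRNA and of the adjoining ITS1 between WT pre-40S (n = 5), S15_YRR pre-40S (n = 3), Rio2_Δloop pre-40S (n = 4) and mature 40S (n = 3), each with a DMS-treated and an untreated library per replicate. The median effective depth per position ran from 5247 to 17414.5 reads in the WT DMS libraries, from 6033.5 to 6653 in S15_YRR, from 4838.5 to 13061.5 in Rio2_Δloop and from 5369.5 to 7698.5 in mature 40S. In the untreated libraries it ran from 3955 to 12573.5 in WT, from 6194.5 to 6867 in S15_YRR, from 7105 to 9513 in Rio2_Δloop and from 6040 to 7367.5 in mature 40S. Total mutation counts per library were between 48027 and 235847.

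The untreated profiles split the replicates into 4 library sets that crossed the groups. Set 1 held WT replicates 4 and 5, S15_YRR replicates 1, 2 and 3, Rio2_Δloop replicates 3 and 4 and mature 40S replicates 2 and 3. Set 2 held WT replicates 2 and 3 and Rio2_Δloop replicates 1 and 2. WT replicate 1 was alone in set 3, and mature 40S replicate 1 was alone in set 4. Across positions, Pearson's r between untreated libraries was 0.870 to 0.947 within set 1 and 0.845 to 0.887 within set 2, against 0.286 to 0.634 between sets; positions are not independent replicates. The mean untreated rate at U separated set 1, with 1.38% in WT replicate 4 for example, from set 2, with 0.474% in WT replicate 2. S15_YRR could be compared with the other groups within set 1 only.

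The comparison of DMS with untreated libraries asked whether the treatment raised mutation rates at A and C, the bases at which DMS is read. Over 440 A of 18S the mean mutation rate was 0.599% ± 0.167 in untreated and 0.925% ± 0.140 in DMS libraries (SD, n = 15 pairs). The difference of 0.326 percentage points (SD 0.217) was positive in 14 of 15 pairs (exact sign-flip test, p = 0.000488, adjusted over the 4 bases p = 0.00195). At 336 C the rate rose from 0.585% ± 0.119 to 0.702% ± 0.126, by 0.118 percentage points (SD 0.153) and in 14 of 15 pairs (exact p = 0.0118, adjusted p = 0.0236). The alternative that moved this most took the median over positions, with a difference at C of 0.0509 percentage points (exact p = 0.110). At 424 G the difference was 0.00674 percentage points (SD 0.128; exact p = 0.975), and at 466 U it was -0.0281 (SD 0.154; exact p = 0.896), both within the spread of the pairs. Without WT replicate 1 the difference at G was 0.0390 (exact p = 0.000732) and at U 0.0110 percentage points (exact p = 0.208). WT replicate 1 was the pair with the opposite sign at A and C, with -0.357 and -0.408 percentage points. Set 1 had mean differences of 0.438 at A and 0.176 at C, and set 2 had 0.258 and 0.107.

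**Figure D1:**
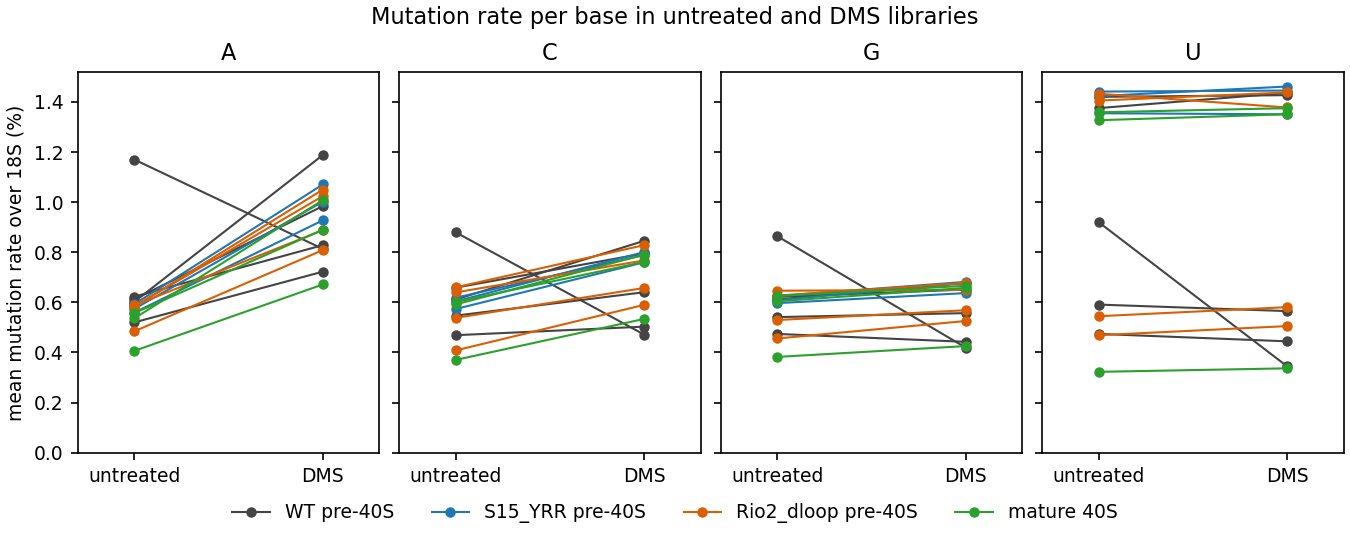
Mean mutation rate over 18S (percent) at A, C, G and U in the untreated and the DMS library of each replicate, with a line joining the libraries of a pair and colours for the particles. The A rate was higher with DMS in 14 of 15 pairs, and the pair that fell by 0.357 percentage points was WT replicate 1.

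Read depth over ITS1 relative to 18S asked whether the particles held the precursor rRNA. The ratio of mean depths was 0.595 ± 0.165 in WT (n = 5), 0.498 ± 0.0452 in S15_YRR (n = 3) and 0.394 ± 0.0954 in Rio2_Δloop pre-40S (n = 4), against 0.00550 ± 0.00318 in mature 40S (SD, n = 3). The ratio was above the highest mature value of 0.00889 in all 12 pre-40S replicates. Exact permutation tests against mature 40S gave p = 0.0357 for WT, 0.1 for S15_YRR and 0.0571 for Rio2_Δloop, in each case the smallest p that the group sizes allow; adjusted over the 3 tests they were 0.0857, 0.1 and 0.0857. Leaving out WT replicate 1 moved the WT ratio most, to 0.531. Among pre-40S the difference of Rio2_Δloop from WT had an exact permutation p of 0.0635, with a ratio of 0.442 against 0.608 within set 1 and 0.346 against 0.453 within set 2; without Rio2_Δloop replicate 4 the difference was -0.247 (exact p = 0.0357). For S15_YRR against WT the exact permutation p was 0.357, with 0.498 against 0.608 within set 1.

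**Figure D2:**
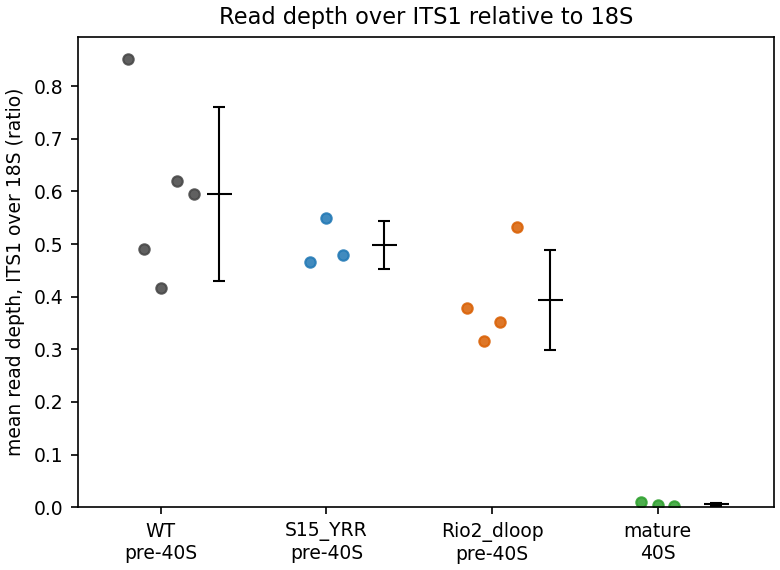
Ratio of the mean read depth over ITS1 to that over 18S per replicate, averaged over the DMS and the untreated library, with the mean and SD of each particle in black. The pre-40S replicates lay between 0.315 and 0.851 and the mature 40S replicates at or under 0.00889.

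Mutations in untreated libraries at the fixed sites asked how far natural base modifications were present in each particle. At U1191 in h31 the untreated mutation rate was 2.86% ± 0.842 in WT (n = 5), 3.76% ± 0.888 in S15_YRR (n = 3), 13.6% ± 2.98 in Rio2_Δloop pre-40S (n = 4) and 80.6% ± 3.39 in mature 40S (SD, n = 3), with effective depths of 1284 to 11179 reads at this position. The DMS libraries gave 2.51% ± 0.752, 4.01% ± 1.06, 15.2% ± 2.42 and 83.1% ± 0.692 for the same particles. In the untreated libraries Rio2_Δloop exceeded WT by 10.7 percentage points, with each of the 4 replicates above each WT replicate (exact permutation p = 0.0159, the smallest possible; adjusted over 24 tests p = 0.171). The means within set 1 were 3.45% in WT, 3.76% in S15_YRR, 14.8% in Rio2_Δloop and 82.5% in mature 40S, and within set 2 they were 2.68% in WT and 12.4% in Rio2_Δloop. S15_YRR differed from WT by 0.893 percentage points (exact permutation p = 0.214; adjusted p = 0.429), within the spread of the replicates. Rio2_Δloop differed from S15_YRR by 9.84 percentage points (exact permutation p = 0.0571, the smallest possible; adjusted p = 0.171).

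At A1781 and A1782 in h45 the adjusted p was at least 0.171, which was also the lowest value of the 24 tests at the fixed sites, U1191 in mature 40S included, so it does not show that groups are alike. The untreated rates at A1782 were 5.81% ± 1.87 in WT (n = 5), 7.62% ± 0.47 in S15_YRR (n = 3), 6.42% ± 1.07 in Rio2_Δloop (n = 4) and 6.96% ± 1.28 in mature 40S (SD, n = 3), at effective depths of 510 to 1656 reads. The smallest p there, for S15_YRR against WT, was 0.0357 (exact permutation test, n = 3 and 5, the smallest possible; adjusted p = 0.171). At A1781 the untreated rate was 15.7% ± 21.5 in WT (n = 5), with 54.1% in WT replicate 1 and 5.00% to 6.80% in the other WT replicates, against 7.13% ± 1.42 in S15_YRR (n = 3), 6.33% ± 1.64 in Rio2_Δloop (n = 4) and 7.86% ± 1.27 in mature 40S (SD, n = 3).

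**Figure D3:**
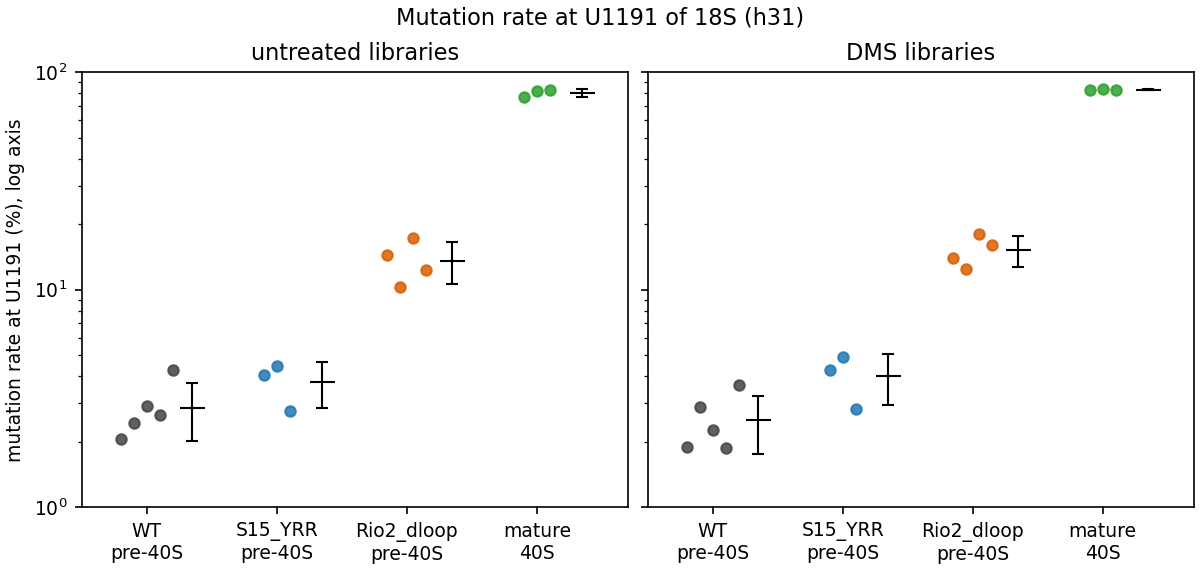
Mutation rate at U1191 of 18S (percent, log axis) per replicate in untreated and DMS libraries, with the mean and SD of each particle in black. The Rio2_Δloop replicates lay between 10.3% and 17.3% in the untreated libraries, above the highest WT value of 4.26% and below the lowest mature 40S value of 76.8%.

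The edgeR comparison of untreated libraries between mature 40S and WT pre-40S over 1658 positions of 18S called 1 position past the threshold, U1191, with a log2 change of 4.82 (SE 0.477; adjusted p = 0.00125); 126 positions had an unadjusted p under 0.05. Restricted to set 1, the same test called 76 of 1712 positions, 27 higher and 49 lower in mature 40S, and this alternative moved the count most. Without WT replicate 2 the count was 0, with 130 positions at an unadjusted p under 0.05 and an adjusted p of 0.0610 at U1191; without WT replicate 3 it was 0, with 85 positions and an adjusted p of 0.0517. Among the pre-40S untreated libraries Rio2_Δloop against WT gave a log2 change of 2.25 at U1191 (SE 0.368; adjusted p = 0.0633), with 0 calls in 1671 positions and 50 at an unadjusted p under 0.05. With the library set as a term the change was 2.16 (SE 0.181; adjusted p = 2.46e-09), the only call in 1744 positions. For S15_YRR against WT all 12 libraries gave 0 calls, with 93 positions at an unadjusted p under 0.05. The fit with the set as a term gave 1 call, U75 in the 5' part of 18S. Its untreated rate in the S15_YRR replicates was 1.26% to 1.71%, against set 1 means of 0.681% in WT, 0.556% in Rio2_Δloop and 3.30% in mature 40S; this position was chosen after its values were seen.

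The DMS comparison of S15_YRR with WT pre-40S asked which nucleotides changed accessibility when S15 was mutated. Of 127 tested A and C (94 A, 33 C), 1 passed the threshold and 11 had an unadjusted p under 0.05. This was C1246 in the head, whose DMS mutation rate was 5.35% ± 0.212 in S15_YRR (n = 3) and 2.21% ± 0.890 in WT pre-40S (SD, n = 5), with untreated rates of 1.18% and 0.911%. The log2 change was 1.02 (SE 0.164; edgeR adjusted p = 0.000590), and mean reactivity was 3.26 ± 0.141 against 1.15 ± 0.641, without overlap between the replicates. Over the 127 nucleotides 14 had reactivities without overlap, where chance gives 3.57%. The log2 change of C1246 within set 1 was 0.96 at the same 127 nucleotides (adjusted p = 0.0314) and 0.94 when the signal filter was redone on set 1 alone (183 nucleotides, adjusted p = 0.0828). With the set as a term in sets 1 and 2 the count was 2 of 158 nucleotides. The call was lost with the interaction with the untreated libraries, with a log2 change of 0.67 (adjusted p = 0.361), with limma at a pseudocount of 0.1 (adjusted p = 0.228) and without the signal filter (adjusted p = 0.0601).

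The comparison of Rio2_Δloop with WT pre-40S asked the same of the loop of Rio2. Of 127 nucleotides 14 passed the threshold, 6 higher and 8 lower in Rio2_Δloop, and 31 had an unadjusted p under 0.05. By region 5 of 70 tested nucleotides were called in the body and platform, 6 of 25 in the head, 2 of 16 in the 3' minor domain and 1 of 16 in ITS1. Reactivities did not overlap at 10 of the 14 calls and at 16 of the 127 nucleotides, where chance gives 1.59%. C1246 rose most, with a log2 change of 1.47 (SE 0.152; adjusted p = 7.55e-07), from a reactivity of 1.15 ± 0.641 in WT (n = 5) to 4.75 ± 0.670 in Rio2_Δloop (SD, n = 4). The others that rose included C1953 in ITS1 by 0.87, A1219 by 0.79, A1003 by 0.76 and A978 by 0.75 on the log2 scale, with adjusted p from 0.000300 to 0.0225. A998 in the body and platform fell by 1.09 (SE 0.171; adjusted p = 0.000145), from a reactivity of 3.65 ± 0.933 in WT (n = 5) to 1.56 ± 0.422 in Rio2_Δloop (n = 4). The log2 change was -1.04 at C1159, -0.98 at C1632, -0.92 at C1639 and -0.81 at C565, with adjusted p from 8.15e-05 to 0.00456. Effective depth at these nucleotides was at least 1853 reads in each DMS library.

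The count moved most without a library scale, where 2 of the 14 nucleotides stayed past the threshold. The signal filter moved it about as much, to 3 of 869 nucleotides without the filter and 3 of 27 with a signal of at least 5 times the untreated rate, and the interaction with the untreated libraries gave 4. With the set as a term in sets 1 and 2 the count was 25 of 158 and the 14 calls were kept with their sign. Within set 1, which left 2 replicates per group, the 14 nucleotides had the same sign and 4 passed the threshold: C1246 (log2 change 1.37, adjusted p = 0.00183), A1219 (0.71, adjusted p = 0.0166), A998 (-0.74, adjusted p = 0.0243) and C1632 (-0.94, adjusted p = 0.0166). Among the named nucleotides the calls at A1003, C1953 and A978 were lost under the scale by the 90th to 98th percentile. C1953 was not past the threshold without Rio2_Δloop replicate 1, 3 or 4 or without WT replicate 2 (adjusted p from 0.0536 to 0.0583), and A978 was not without WT replicate 2 (0.0555) or WT replicate 3 (0.0525). The deposited accessibility table listed C1639 at 0 in all 15 columns, although the mean subtracted mutation rate there was 1.37 percentage points.

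Mature 40S was compared with WT pre-40S to show which nucleotides differ between the precursor and the finished subunit. Of 92 tested nucleotides of 18S 18 passed the threshold, 6 higher and 12 lower in mature 40S, and 26 had an unadjusted p under 0.05. The head held 8 of the calls, the body and platform 6 and the 3' minor domain 4. Reactivities did not overlap at 14 of the 18 calls and at 29 of the 92 nucleotides, where chance gives 3.57%. A998 had the most negative log2 change, -3.06 (SE 0.215; adjusted p = 7.03e-08), from a reactivity of 3.83 ± 0.967 in WT (n = 5) to 0.159 ± 0.113 in mature 40S (SD, n = 3). C1632 had a log2 change of -2.76 (SE 0.166; adjusted p = 1.88e-08), from 3.68 ± 0.693 to 0.226 ± 0.0165. The change was -1.84 at C1639, -1.36 at C1640 and -1.32 at A1147, with adjusted p from 7.29e-06 to 0.000585. C1246 rose by 2.08 (SE 0.235; adjusted p = 9.45e-06), from 1.21 ± 0.668 to 8.37 ± 2.61. The other nucleotides that rose included A1003 by 1.19, A1219 by 1.11, A1217 by 0.52 and A1655 by 0.47, with adjusted p from 5.58e-06 to 0.0318. The 18 calls stayed past the threshold with the same sign within set 1 at the same 92 nucleotides, where 20 were called. The interaction with the untreated libraries moved the median log2 change of all tested nucleotides by 0.41. With it 9 of the 18 stayed past the threshold and 17 kept their sign. Among the named nucleotides A1003 (adjusted p = 0.0747) and A1655 (adjusted p = 0.308) were lost there. Limma at a pseudocount of 0.1 and the fit without a signal filter kept 13 each. When the signal filter was redone on set 1 the count was 32 of 148, the alternative that moved it most upward, and the adjusted p of C1246 was 0.114. A1217 passed the threshold in 2 of the 7 fits that left out 1 replicate and tested it; its adjusted p was 0.0575 without WT replicate 1, 0.107 without WT replicate 3, 0.101 without WT replicate 4, 0.0606 without WT replicate 5 and 0.0888 without mature 40S replicate 3. A1217 and A1655 were not past the threshold under the scale by the 90th to 98th percentile or without a library scale.

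**Figure D4:**
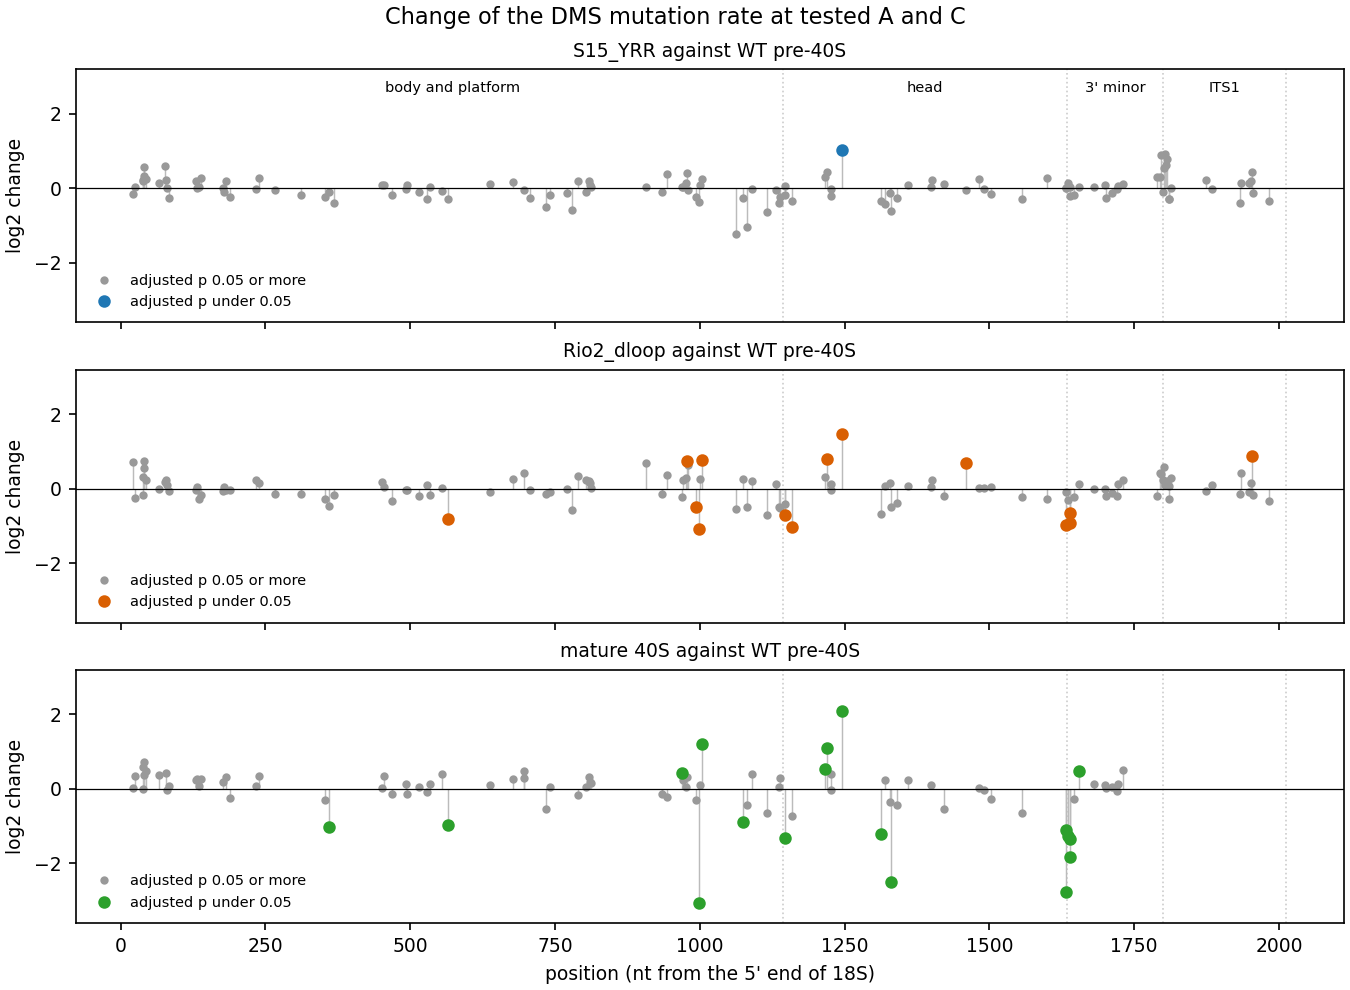
Log2 change of the DMS mutation rate against WT pre-40S along 18S and ITS1 (position from the 5' end of 18S) for each particle, with coloured points for nucleotides with an adjusted p under 0.05. The 1 call of S15_YRR, the 14 of Rio2_Δloop and the 18 of mature 40S are shown among 127, 127 and 92 tested nucleotides.

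**Figure D5:**
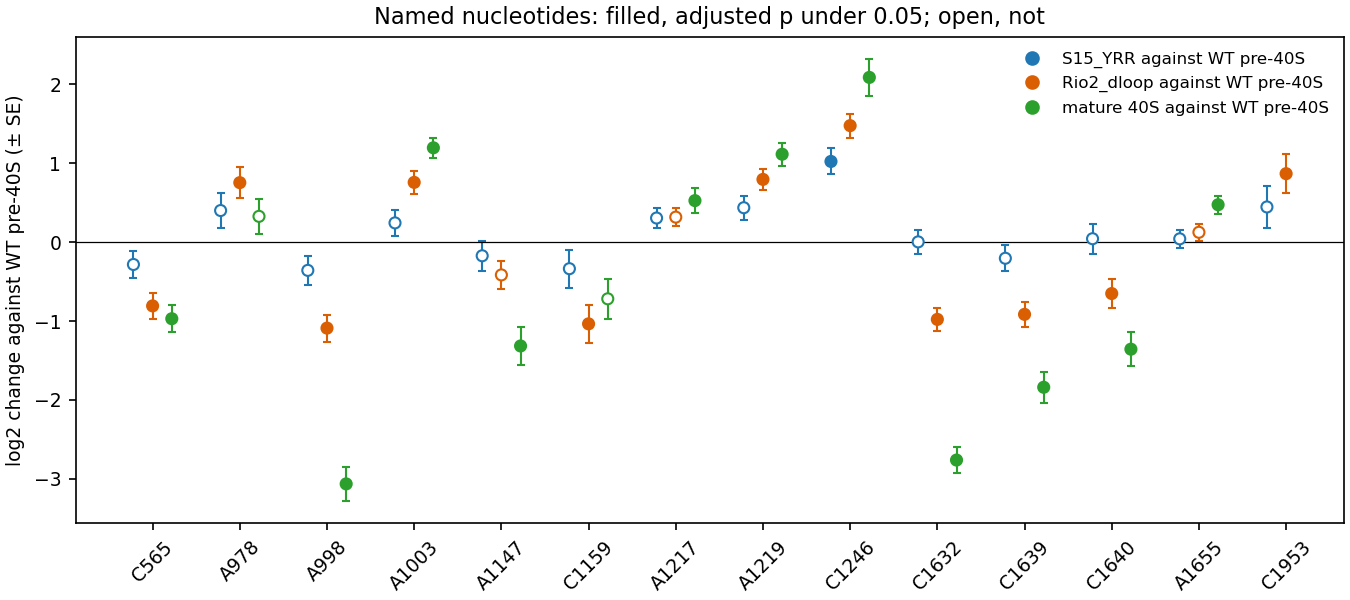
Log2 change against WT pre-40S with its standard error at the 14 nucleotides named for S15_YRR, Rio2_Δloop or mature 40S, filled where the adjusted p was under 0.05 and open where it was not. At C1246 the changes were 1.02, 1.47 and 2.08, and at A998 they were -1.09 in Rio2_Δloop and -3.06 in mature 40S.

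Of the 14 calls in Rio2_Δloop 8 were also called in mature 40S, all 8 with the same sign. The mature comparison tested 11 of the 14, and the sign was the same at 11. The comparisons share the WT libraries, which favours the same sign by itself, and no value without changes was computed for these counts.

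The direct comparison of S15_YRR with Rio2_Δloop pre-40S asked where the mutants differ. Of 127 nucleotides 5 passed the threshold, all higher in S15_YRR, and 18 had an unadjusted p under 0.05. C1632 differed by a log2 change of 0.98 (SE 0.158; adjusted p = 0.000603), with a reactivity of 3.99 ± 0.732 in S15_YRR (n = 3) and 1.58 ± 0.566 in Rio2_Δloop (SD, n = 4). The differences were 0.77 at C1148, 0.73 at A998, 0.71 at C1639 and 0.58 at A1600, with adjusted p from 0.0108 to 0.0253. Reactivities did not overlap at these 5 nucleotides and at 18 of the 127, where chance gives 5.71%. Within set 1 the 5 kept their sign and 3 stayed past the threshold, C1632 (adjusted p = 0.00786), C1148 and A998 (both adjusted p = 0.0482). The count moved most upward, to 9 of 174, in a fit of these groups alone, and was 0 without the signal filter and with the interaction with the untreated libraries, where 64 and 9 nucleotides had an unadjusted p under 0.05. It was 1 without S15_YRR replicate 2, 2 without S15_YRR replicate 3 and 8 without S15_YRR replicate 1. C1632 was called in each of the 7 fits that left out 1 replicate. The adjusted p of C1639 was 0.0515 without S15_YRR replicate 2, 0.290 without S15_YRR replicate 3 and 0.113 without Rio2_Δloop replicate 2, and that of A998 was 0.0515, 0.290 and 0.123. C1148 had 0.0515 without S15_YRR replicate 2 and 0.0626 without S15_YRR replicate 3, and A1600 had 0.0515 without S15_YRR replicate 2.

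Mean reactivity of the head relative to the rest of 18S was compared because S15 and Rio2 both bind the head. The log2 value was 0.0930 ± 0.0220 in S15_YRR (n = 3), 0.0519 ± 0.0671 in Rio2_Δloop (n = 4) and 0.101 ± 0.0597 in WT pre-40S (SD, n = 5), over 25 head and 86 other nucleotides. The difference from WT was -0.01 for S15_YRR (exact permutation p = 0.893; adjusted p = 0.893) and -0.05 for Rio2_Δloop (exact permutation p = 0.270; adjusted p = 0.405), both within the spread of the replicates. For mature 40S the difference was -0.31 over 21 head and 71 other nucleotides (exact permutation p = 0.0714, n = 3 and 5; adjusted p = 0.214). The set 1 differences were 0.01, -0.04 and -0.40 at the same nucleotides, and -0.02, -0.109 and -0.387 with the signal filter redone on set 1 alone, so the sign for S15_YRR depends on the filter. Reactivity on the linear scale moved these values most and turned each sign, to 0.140 for S15_YRR (exact permutation p = 0.0357), 0.213 for Rio2_Δloop (p = 0.0159) and 0.125 for mature 40S (p = 0.214). On that scale 1 nucleotide with a large change weighs heavily. C1246 in the head had a reactivity of 3.26 in S15_YRR and 4.75 in Rio2_Δloop, against 1.15 in WT. In the mature 40S fit it had 8.37 against 1.21 in WT. The linear values therefore do not show a rise across the head.

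The log2 changes of the particles were correlated across nucleotides to ask whether the mutants changed alike and towards the mature subunit; nucleotides are not independent replicates, and the WT libraries were shared. S15_YRR and Rio2_Δloop changes had r = 0.592 and rho = 0.577 over 127 nucleotides, against a median r of 0.402 and a highest r of 0.605 in 100 simulations without changes. S15_YRR and mature 40S changes had r = 0.544 and rho = 0.608 over 91 nucleotides, against a median of 0.351 and a highest of 0.618. Both values of r lay within the simulated range, while the highest simulated rho was 0.575 and 0.627. Rio2_Δloop and mature 40S changes had r = 0.750 and rho = 0.605, against a median of 0.391 and a highest of 0.567, above the simulated range of r. With separate WT libraries within sets the 3 values of r were 0.379, 0.237 and 0.647, and those of rho were 0.302, 0.162 and 0.394. Restricting the nucleotides to those past the threshold in either comparison raised r to 0.863, 0.796 and 0.847. Without S15_YRR replicate 1 the first r was 0.434 and the second 0.430.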

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

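The tests of a label swap, of the library preparation and of the library sets were chosen after the results were seen; the counts of other splits of the libraries were set beforehand.

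Among 68 groups of 4 or 5 replicates, 14 values lay far from the others of their group, where about 3.4 are expected by chance, and 11 of the 14 belonged to WT replicate 1. In this replicate the DMS rate was below the untreated rate at each base, by a difference of -0.445 percentage points at G and -0.576 at U, where the other WT replicates had -0.0315 to 0.0672 and -0.0297 to 0.0608. Its untreated rate at A was 1.17%, against 0.520% to 0.623% in the other 4. At A1781 its untreated rate was 54.1% (95% Wilson interval 50.5% to 57.7%, 397 of 734 reads), against 5.00% to 6.80%. At A1782 it had 2.54% in the untreated library, against 6.26% to 7.12%, and 5.43% in the DMS library, against 7.65% to 8.47%. Its head reactivity in the comparison with mature 40S was -0.245 against -0.00405 to 0.0598. Its reactivity was -0.684 at A1003 in the pre-40S fit and -0.713 in the mature 40S fit, 1.26 at C565 and 0.189 at C1148, where the other WT replicates had 0.230 to 0.348, 0.245 to 0.366, 0.699 to 0.758 and 0.864 to 1.06.

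A swap of the DMS and untreated labels in this pair is argued against by the ratio of the A rate to the U rate. It was 2.36 in the library labelled DMS and 1.27 in the library labelled untreated, and the ratio was higher in the DMS library in all 15 pairs. A different library preparation may account for the pattern, but the correlations cannot decide it. The highest correlation of the untreated profile of this replicate with another untreated library was 0.606, while libraries within a set had r of at least 0.845. For mature 40S replicate 1 it was 0.621, yet its DMS rate was above its untreated rate, by 0.265 percentage points at A and 0.164 at C. A profile that stands apart therefore does not by itself give lower DMS rates. The nature of the difference in WT replicate 1 was not tested. No biological explanation was tested, since the labels give this replicate no condition of its own. Leaving this replicate out kept the counts of called nucleotides within 1.5 times the reported ones in the 3 DMS comparisons with WT and in the untreated comparison, while the difference at G rose to 0.0390 percentage points (exact p = 0.000732) and that at U changed sign to 0.0110.

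The remaining 3 outlying values were spread over Rio2_Δloop replicates. Replicate 4 had a DMS minus untreated difference at U of -0.0549 percentage points, against 0.0324 to 0.0365 in the others. Replicate 1 had an untreated rate at A of 0.484%, against 0.583% to 0.588%. Replicate 2 had a reactivity of 0.525 at A1600, against 0.640 to 0.661. These are about as many as chance gives, and no explanation was tested for them.

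S15_YRR and Rio2_Δloop changes against WT differed in a direct test at C1632 (log2 difference 0.98, adjusted p = 0.000603), C1148 (0.77, 0.0108), A998 (0.73, 0.0253), C1639 (0.71, 0.0212) and A1600 (0.58, 0.0131), each higher in S15_YRR. Only 1 of the 35 splits of the 7 libraries, the real one, gave as many calls. An uneven spread of the library sets as the whole cause is argued against, since 3 of the 5 calls passed the threshold with the same sign within set 1; C1639 and A1600 had an adjusted p of 0.0866 there. Over the alternatives other than leaving out replicates, the adjusted p ran from 1.73e-07 to 0.483 at C1632 and from 0.00278 to 0.908 at A1600. A share of mature 40S particles in the Rio2_Δloop preparations is given with its test under the other observations (32.2% from U1191). At C1632, A998 and C1639 it cannot be told apart here from a change in the mutant particle. The reason is that the share depends on which mature replicate sets the correction. The DMS rates in that test did not cover C1148 and A1600, so mature particles were not tested as a cause there. A biological difference between the mutants stays open and untested beyond these values.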

How the results depend on the processing

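Alternatives that rest on the library sets, a depth of at least 3000, the deposited accessibility and separate WT libraries were chosen after the data were seen. A minimum effective depth of 10000 left no nucleotides in the DMS fits and gave no value there.

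The rise at A kept its direction and its side of the threshold under all alternatives, from 0.185 to 0.376 percentage points, and from 0.307 to 0.374 when 1 replicate was left out. At C the median over positions gave 0.0509 (exact p = 0.110), no longer past the threshold, and leaving out 1 replicate gave 0.109 to 0.155. Leaving out 1 replicate gave 0.00223 to 0.0390 at G and -0.0344 to 0.0110 at U; the highest values came without WT replicate 1. The ITS1 ratios stayed within 1 SD, from 0.531 to 0.639 in WT, 0.472 to 0.514 in S15_YRR and 0.348 to 0.420 in Rio2_Δloop when 1 replicate was left out.

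For S15_YRR against WT the count of 1 became 0 with limma at a pseudocount of 0.1 (10 nucleotides at an unadjusted p under 0.05), 0 with the interaction with the untreated libraries (16), 0 without a signal filter (35 of 869), 0 with a signal of at least 5 times the untreated rate (1 of 27, a set without C1246), 0 within set 1 (4 of 183), 2 with limma at a pseudocount of 0.5 and 2 with the set as a term. For Rio2_Δloop against WT the count of 14 became 2 without a library scale, 6 with limma at a pseudocount of 0.1, 4 with the interaction, 3 without a signal filter, 3 with the signal of at least 5 times, 4 within set 1 (also 4 at the same nucleotides) and 25 with the set as a term. For S15_YRR against Rio2_Δloop the count of 5 became 1 with the percentile scale, 1 without a library scale, 1 with limma at either pseudocount, 0 with the interaction (9 at an unadjusted p under 0.05), 0 without a signal filter (64), 2 with the signal of at least 5 times, 9 in a fit of the pair alone, 1 within set 1, 3 within set 1 at the same nucleotides and 1 with limma on the deposited accessibility. For mature 40S the count of 18 became 11 without a library scale, 31 without a signal filter, 4 with the signal of at least 5 times and 32 within set 1. With the interaction it was 14, 8 higher and 6 lower in place of 6 and 12. Of the 18 calls 9 stayed past the threshold there and 17 kept their sign. For the untreated libraries the count of 1 became 14 with DESeq2, 0 at a depth of at least 10000 (5 of 19 at an unadjusted p under 0.05) and 0 at a depth of at least 3000 (84 of 1109), both without U1191, and 76 within set 1. The filters on signal and depth changed the number of nucleotides tested, and the set 1 fits used fewer libraries. The interaction scaled the DMS libraries only and moved the median log2 change of all tested nucleotides upward. The move was 0.26 for S15_YRR and 0.14 for Rio2_Δloop against WT, 0.11 for S15_YRR against Rio2_Δloop and 0.41 for mature 40S. How much of its change in counts this move explains was not tested. For the other alternatives the cause was not tested.

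The fits that left out 1 replicate gave 1 to 1 calls for S15_YRR against WT, 10 to 20 for Rio2_Δloop against WT, 1 to 8 for S15_YRR against Rio2_Δloop (1 without S15_YRR replicate 2, 8 without S15_YRR replicate 1), 15 to 23 for mature 40S and 0 to 1 for the untreated libraries (0 without WT replicate 2 or 3, with 130 and 85 positions at an unadjusted p under 0.05). The percentile scale moved the median log2 change of all tested nucleotides by -0.18 for S15_YRR and -0.13 for Rio2_Δloop against WT, and leaving out the scale moved it by 0.26 for S15_YRR against WT, 0.17 for S15_YRR against Rio2_Δloop and 0.10 for mature 40S. Under the percentile scale Rio2_Δloop had 2 calls up and 8 down, in place of 6 and 8, and mature 40S had 3 up and 12 down, in place of 6 and 12; the called nucleotides kept their sign under each scale tried.

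Head reactivity changed sign in several settings. On the linear scale the large rises at C1246 weigh heavily, and no value without C1246 was computed. For the other settings the cause was not tested. S15_YRR gave 0.0372 at a pseudocount of 0.5, 0.140 on the linear scale, 0.00283 without background subtraction and 0.0556 without a signal filter; Rio2_Δloop gave 0.0243 at a pseudocount of 0.5 and 0.213 on the linear scale; mature 40S gave 0.125 on the linear scale and -0.282 without background subtraction (exact p = 0.0357, now under 0.05). Leaving out 1 replicate gave -0.0184 to 0.0649 for S15_YRR, -0.129 to 0.0934 for Rio2_Δloop (-0.123 with an exact p of 0.0357 without Rio2_Δloop replicate 1; 0.0934 without WT replicate 3) and -0.620 to -0.131 for mature 40S.

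The correlation of S15_YRR with Rio2_Δloop changes became 0.379 with separate WT libraries, 0.735 with limma changes and 0.863 over called nucleotides; that of S15_YRR with mature 40S became 0.237 and 0.796, and that of Rio2_Δloop with mature 40S 0.647 and 0.847, with separate WT libraries and over called nucleotides. Leaving out 1 replicate gave 0.434 to 0.671, 0.430 to 0.583 and 0.693 to 0.764. Shared WT libraries raise a correlation by construction; for the other moves the cause was not tested.

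Among 32 results for single nucleotides, sites and ratios, 418 recomputed values kept their direction, 96 of them no longer past the threshold, and none was reversed. Leaving out replicates gave 259 values, 30 weaker, 1 stronger and none reversed. Of the 32 results 27 were nucleotides named because they passed the threshold in these same libraries. A reversal was therefore unlikely from the outset, and its absence is no independent support. The weaker values include the 8 for the untreated rate at U1191 in mature 40S against WT. There the smaller groups do not allow an exact permutation p under 0.05, so these values do not test the result. The difference itself stayed between 76.5 and 79.7 percentage points.

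The labels do not say that a replicate number is shared between particles. Profiles of the same number in different particles, with group means removed, had a median r of 0.018 in DMS libraries, and 6 of 19 pairs were above 0.1, so the numbers were not taken as pairs. A fit with the replicate number as a block over the shared numbers called 6, 12, 7 and 13 nucleotides in the DMS comparisons in the order above and 2 positions in the untreated comparison.

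The signal filter limited the tests to 127 of the 869 pre-40S nucleotides with enough depth, and to 92 of 776 in the mature 40S comparison. In a simulation over the 869 nucleotides, not repeated on the 127 alone, 48% of 2-fold changes were recovered, so a nucleotide that was not called is not shown to be unchanged.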

Other observations

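The tests of library sets, of shared WT libraries, of mature particles in the preparations and of the positions around U1191 were chosen after the results were seen, and the last was narrowed to the positions near U1191 at that point; the counts of other splits were set beforehand.

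Other splits of the same libraries were counted for each fit. For Rio2_Δloop against WT, 1 of 100 splits drawn from 126, the real one, gave as many as 14 calls, and for mature 40S against WT 1 of 56 gave as many as 18. For S15_YRR against WT 4 of the 56 splits gave at least 1 call, so its count does not stand out from other groupings of these libraries. For the untreated comparison of mature 40S with WT 5 of 56 splits gave at least 1 call. Among them, the split that put WT replicates 2 and 3 with mature 40S replicate 1, which follows the library sets, gave 252 calls; the comparison within set 1 gave 76.

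The library sets as the whole cause of the calls are argued against by fits that hold the set fixed. Within set 1 the S15_YRR call at C1246 had an adjusted p of 0.0314 at the same nucleotides, although it was 0.0828 when the signal filter was redone; over the alternatives other than leaving out replicates its adjusted p ran from 2.11e-06 to 0.361. With the set as a term the 14 Rio2_Δloop calls kept their sign and stayed past the threshold, and within set 1 the same held for the 18 mature 40S calls. At U1191 the untreated rate of Rio2_Δloop was above WT with an adjusted p of 2.46e-09 with the set as a term.

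The Rio2_Δloop changes lay towards the mature 40S values. The WT libraries shared by both comparisons are argued against as the whole cause, since the correlation was 0.647 (rho = 0.394) with separate WT libraries from separate sets and the pooled r of 0.750 was above the highest of 100 simulated values, 0.567. Mature 40S particles in the Rio2_Δloop preparations may explain the pattern, and so may pre-40S particles that are further along in maturation. If mature particles were present, the DMS rates, U1191 and the loss of ITS1 depth would give the same share. Over the 4 replicates the share was 45.1% ± 4.08 from the DMS rates of the 18 nucleotides called in mature 40S. These rates were scaled, but the untreated rate was not subtracted. The share was 32.2% ± 6.75 from U1191 corrected for reads stopped at that base, and 25.5% ± 13.5 from ITS1 (SD). The correction took read-through in mature 40S to be 31.7%. The DMS share was above the U1191 share in 4 of 4 replicates, by 12.95 percentage points on average and from 5.14 to 23.9. Taken alone this argues against mature particles as the whole cause. The same difference between WT replicates ran from -6.45 to 6.52, with an SD of 6.11. Each WT replicate was scored against 1 WT library, the other of its set, and each Rio2_Δloop replicate against 2. The WT values are therefore near-mirrored pairs, and their range and SD are not those of independent replicates. The correction is common to the 4 Rio2_Δloop replicates, however, and their U1191 share moved from 29.4% to 43.4% when each mature replicate in turn set it. The 43.4% came from mature 40S replicate 1, alone in set 4, while mature 40S replicates 2 and 3 of set 1 gave 29.4% and 35.5%. The ITS1 loss was below the DMS share in 4 of 4 replicates, by 19.7 percentage points on average, where WT replicates had an SD of 16.8. It was above the WT values of both sets in 3 of 4. Within set 1 it was 12.5% and 42.2%, against at most 4.12% in WT. Within set 2 it was 16.6% and 30.5%, against at most 15.3% in WT. Mature particles and a changed precursor therefore cannot be told apart here, because the correction leaves the U1191 share open over a range that reaches close to the DMS share. The range comes that close only when mature 40S replicate 1 sets the correction. By nucleotide the share had a median of 42.7% within set 1, from -86.1% to 80.5%, and of 52.5% within set 2, from -64.3% to 90.6%. It was above 0 at 16 of 18 nucleotides in each, while C1075 (-86.1% and -44.8%) and A970 (-18.8% and -64.3%) moved away from the mature values in both sets. A mixture predicts the same share at each nucleotide where reads do not have to cross U1191. Reads stopped at that base can lower the share on its 5' side, where C1075 and A970 lie. How far this reaches was not tested. Within set 1 the misfit to a common share was reached in 94 of 1000 simulated mixtures, so the spread of the shares does not exclude a mixture there. Without C1075 it was reached in 830 of 1000. C1075 was left out because it had the largest misfit, which favours a good fit, so that count cannot decide the question. Within set 2 no simulated mixture of 1000 reached the misfit, with or without A970, the nucleotide with the largest misfit there. Over the 11 nucleotides 3' of U1191, which are copied before such a stop, the misfit was reached in 30 of 1000 within set 2 and in 923 of 1000 within set 1. The set 2 counts go against a common share, but the mature values and the simulated spread for that set came from set 1.

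At C1246 the S15_YRR reactivity also lay towards the mature 40S value. Mature 40S particles in these preparations as the whole cause are argued against by U1191. On scaled DMS rates without subtraction of the untreated rate, the call would need a share of 23.9% to 27.5%. U1191 gave 1.14% on average, from -2.83% to 3.87% over the 3 replicates. It gave at most 6.14% when each mature replicate in turn set the read-through. Other measures gave larger shares. The loss of ITS1 depth was 18.1% ± 7.44 (SD, n = 3), with 23.5% and 21.2% above the highest WT value of 15.3% and 9.62% below it. That WT value came from set 2. In set 1, which holds the S15_YRR replicates, the WT values were -4.30% and 4.12%, below all 3 S15_YRR values. This loss stays unexplained. The share from the scaled DMS rates of the 18 nucleotides was 16.9% ± 4.97, from 11.3% to 20.7%, but it rests mostly on C1246 itself and was -1.38% ± 18.9 without it. Other causes of the change at C1246, biological or technical, stay open, since the number of calls was matched by 4 of 56 splits.

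Within set 1 untreated rates near U1191 differed between mature 40S and WT. Of 65 positions called there among 1633 also tested in all libraries, 19 lay within 20 nt of U1191, where 1.63 are expected from the 41 tested positions in that window; 14 were higher and 5 lower in mature 40S. Reverse transcription errors around the modified base may explain these 19. They do not cover the other 46 called positions, of which 11 were higher and 35 lower, and no explanation was tested for those.

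Untreated read depth at U1191, relative to the mean over positions 1221 to 1230 on its 3' side, was 0.872 ± 0.101 in WT (n = 5), 0.903 ± 0.0610 in S15_YRR (n = 3), 0.698 ± 0.109 in Rio2_Δloop (n = 4) and 0.263 ± 0.0793 in mature 40S (SD, n = 3).

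U75 of 18S had an untreated rate of 3.30% in the mature 40S replicates of set 1 and 0.685% in mature 40S replicate 1, which is alone in set 4. In the deposited accessibility signal a total of 21 A and C were listed at 0 in all 15 columns, C1639 among them.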
